A study of Mus musculus with 23 samples.

How the data were processed

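Single cells of mouse brain were profiled by droplet RNA sequencing after an intravenous dose of 45 mg/kg of an antibody coupled to the dye AF647. ATV stands for antibody transport vehicle, an antibody that binds a receptor of brain capillaries so that it is carried across them. ATV-TfR binds the transferrin receptor (gene Tfrc) and was given to mice with a mouse/human knock-in of that receptor. ATV-CD98hc binds CD98hc (gene Slc3a2) and was given to mice with a knock-in of CD98hc, and a control IgG was given to C57BL/6J mice. Treatment and genotype therefore coincide. Brains without olfactory bulb, cerebellum, pons and medulla were taken 24 hours after the dose from mice of 12 weeks (3.3 months in the labels). They were dissociated with inhibitors of transcription and translation, and live cells were sorted into 4 bins of AF647 signal, negative, low, medium and high. Per the labels, the positive cells of the ATV-TfR mice were split into tertiles and the gates found there were used for every treatment. Flow cytometry gave about 30% positive cells in ATV-TfR, 20% in ATV-CD98hc and 1% in control IgG. Each of 2 pools per treatment held the cells of 1 male and 1 female mouse, and each pool and bin is 1 library of about 60000 sorted cells. The control IgG negative bin has 1 library (replicate 2), so 23 libraries fall into 12 groups, 11 of them with 2 libraries.

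The deposited matrix holds whole-number UMI counts, that is, counts per gene and barcode with no normalization by the authors. Per the file headers it was made with Cell Ranger 7.1.0, and it holds 32285 genes and 265025 barcodes of all libraries together. The other deposited files (unit: other) list barcodes, genes and the library behind each barcode number. The genome build, annotation release and cell calling settings are not given in the sources used here, nor is any down-sampling of reads when libraries were combined. No genome coordinates are given for that reason, and genes are named by symbol and Ensembl identifier as in the files.

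A barcode was kept with at least 500 genes, at least 800 UMIs and at most 10% of UMIs from mitochondrial genes. Doublets were scored within each library with Scrublet (scanpy 1.11.5) and removed above its automatic threshold. In 7 libraries that threshold marked under 0.5% or over 25% of barcodes, and barcodes above percentile 94 of the score were removed instead. These were all high libraries of both ATVs, both medium libraries of ATV-CD98hc and its low replicate 2. Every negative library kept the automatic threshold, so the rule differs between the high and negative bins of the ATVs. The filter left 249715 barcodes, 15984 of these were removed as doublets (0.690% to 13.5% per library), and 233731 cells were kept. Counts were log-normalised, 2000 variable genes were taken without Tfrc, Slc3a2, sex-specific, mitochondrial and ribosomal protein genes, and 50 principal components and 15 neighbours gave Leiden clusters at resolution 1 (igraph 0.11.9, leidenalg 0.10.2) without batch integration. Clusters were named by 20 marker lists. A list's marker counted as detected in a cluster when at least a share of 0.05 of its cells had a UMI and its level was at least a share of 0.25 of that in the highest cluster, and a name needed a share of 0.5 of the list's markers. Of 26 clusters, 20 were named, giving 10 classes written with the ending -like. Another 6 clusters with 9341 cells (4.00%) held markers of several classes and stay unnamed, counting only in the denominators of shares. The other 10 lists (oligodendrocyte precursor and its differentiating form, neuron, immature neuron, dividing cell, T or NK cell, B cell, neutrophil, monocyte or dendritic cell, erythroid) named no cluster. The border macrophage-like cluster is led by H2-Eb1, Cd74, H2-Aa and H2-Ab1, of which H2-Aa and H2-Ab1 belong to the list of monocytes or dendritic cells.

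Shares are percents of the kept cells of a library. For the trend of a share over the bins, the slope of the logit of the share, with 0.5 cells added to each side, on the bin number was tested two-sided by an exact permutation of the bin labels within a treatment, with Benjamini-Hochberg adjustment over 30 trends. The 2520 arrangements of 8 libraries allow no p below 0.00079, and the 630 of 7 libraries none below 0.0016. Cell numbers per class were compared with edgeR 4.0.16 (quasi-likelihood test, limma 3.58.1, R 4.3.3) with the kept cells of a library as offset, 1 mean per group and all 23 libraries in 1 fit. Contrasts were high minus negative in each treatment, the differences of these between treatments, and the high bins of both ATVs. Adjustment was over the 10 classes of a contrast. Expression was compared with edgeR on UMIs summed per class and library for bins, and per class and pool over all bins for treatments, with TMM factors and its filter on low counts. Libraries and pools needed at least 20 cells of the class. A gene, class or trend is called when its adjusted p is below 0.05. A list of 31 genes on iron, amino acid transport and Fc receptors was also adjusted over the list alone. Receptor levels are CPM, the counts of a gene scaled to the total UMIs of a class in a pool, and Pearson's r and Spearman's rho across classes used levels summed over the pools with no minimum of cells, and 100000 permutations, two-sided (scipy 1.17.1). Intervals and floors cover counting error only. A gene with 0 UMIs in a group is set to a floor of 3 UMIs over that group, and with 1 to 3 UMIs the ratio is given with its exact 95% interval. Changes with SD are over pools.

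Genes are named by a rule. It names Tfrc, Slc3a2 and Slc7a5 wherever tested. It also names, in the 2 classes with most calls of 4 contrasts, the 2 highest and 2 lowest changes among called genes with an average log2 CPM of at least 4 and the same sign in every pairing of libraries, without markers, sex, mitochondrial and haemoglobin genes. Called members of the fixed list may be named too. The result of 1 gene that the rule names is not reported here. The tests of the comparisons, the marker lists, gene list, naming rule and all but 2 kinds of alternatives were written before the data were examined, while most tests of technical explanations were chosen after results were seen.

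Bins of 1 pool come from the same animals. Deviations of class shares from their group means correlated with a mean of 0.20 and a median of 0.27 between 2 bins of 1 pool (n = 15 pairs), against 0.07 between treatments in 1 bin (n = 10) and -0.03 in other pairs (n = 30). A term for the pool was tried as an alternative, and the number of a pool pairs nothing between treatments.

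The tests were tried on simulated data with the real library sizes and 1 random seed. Of simulated 8-fold changes of cell numbers, 150 of 150 were called, as were 7 of 350 unchanged classes and 2 of 500 tests of a contrast without changes. All 60 simulated trends and 0 of 540 flat ones were called. In expression, 36.0% of 186 changed genes were called between bins of endothelial-like cells, 50.0% in choroid plexus epithelial-like and 75.9% in astrocyte-like cells. Over pool sums it was 64.6% in endothelial-like and 73.9% in fibroblast-like cells. Unchanged genes made up 3.03% to 11.8% of the calls, and no call had the wrong sign.

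Alternatives changed 1 choice at a time: the cell filter, doublets, Leiden resolution, sex of the cells, each replicate, the pool as a term, the scaling of cell numbers, the largest class, DESeq2 1.42.0, RLE factors, the filter on low counts, the cells per library, the bins used, 12 animals told apart by sex, the pseudocount and the source of the receptor level. A cell was called female with a UMI of Xist and none of Ddx3y, Eif2s3y, Kdm5d and Uty, and male in the reverse case. The stricter cell filter asked for 1000 genes and at most 5% mitochondrial UMIs. Re-clustering 2 unnamed clusters that lead with immune or neuronal markers (clusters 18 and 21) and fitting only genes that are highest in the class itself were added after seeing the data. A gene was taken as highest in the class itself when its CPM there was at least that of all other named cells together in every group. A single other class may still hold more of it. Where a named gene is said to have its highest level in a class, classes were compared 1 by 1. Oligodendrocyte-, ependymal- and smooth muscle-like cells had too few cells in the high bins for a comparison of expression between bins, and astrocyte-, oligodendrocyte-, pericyte- and smooth muscle-like cells of control IgG reached 20 cells in 1 pool only.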

Results

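The study asked which cells of the mouse brain take up ATV-TfR and ATV-CD98hc, 2 antibodies that cross the capillary wall by different receptors. RNA was counted in single cells from 23 libraries, sorted by the fluorescence of the dosed antibody. ATV-TfR and ATV-CD98hc each had 8 libraries (4 bins, 2 pools of 1 male and 1 female mouse), and control IgG had 7, with 1 library in the negative bin. Library totals ran from 1861238 UMIs (control IgG high, replicate 1) to 90307818 UMIs (ATV-CD98hc medium, replicate 1), and the matrix held 1129743851 UMIs. Kept cells numbered 519 to 19341 per library, with a median depth of 2178 to 4972 UMIs per cell. The low, medium and high libraries of control IgG held 519 to 3837 cells. The named classes were endothelial-, astrocyte-, microglia-, oligodendrocyte-, pericyte-, smooth muscle-, fibroblast-, border macrophage-, ependymal- and choroid plexus epithelial-like cells.

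The first comparison asked how the make-up of the cells changed with the fluorescence. Endothelial-like cells made up 1.38% ± 0.13 (SD, n = 2) of the negative bin of ATV-TfR, 16.7% ± 0.59 of its medium bin and 91.0% ± 1.9 of its high bin. In ATV-CD98hc they made up 1.49% ± 0.33, 81.9% ± 0.073 and 91.4% ± 0.68 of these bins (SD, n = 2). In control IgG they fell from 22.2% in the single negative library (95% exact interval 21.41% to 22.96%) to 1.94% ± 0.012 in the high bin (SD, n = 2). The low bin of control IgG held 53.9% ± 9.4 of them (SD, n = 2). Astrocyte-like cells were most frequent in the low and medium bins of ATV-TfR, with 87.2% ± 3.1 and 75.8% ± 0.82 (SD, n = 2), against 24.7% ± 8.3 in its negative and 2.79% ± 0.54 in its high bin. In ATV-CD98hc they held 67.9% ± 2.9 of the low and 8.17% ± 1.2 of the medium bin (SD, n = 2). They held 44.7% of the control IgG negative library (exact interval 43.8% to 45.7%) and less than 1% of the brighter control bins, with means of 0.387% to 0.475%. The high bin of control IgG held 74.2% ± 4.8 border macrophage-like cells (SD, n = 2), and those of ATV-TfR and ATV-CD98hc held 0.533% ± 0.032 and 1.29% ± 0.48. All positive bins of control IgG come from the about 1% of cells that were AF647-positive there, so their shares describe few cells.

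**Figure D1:**
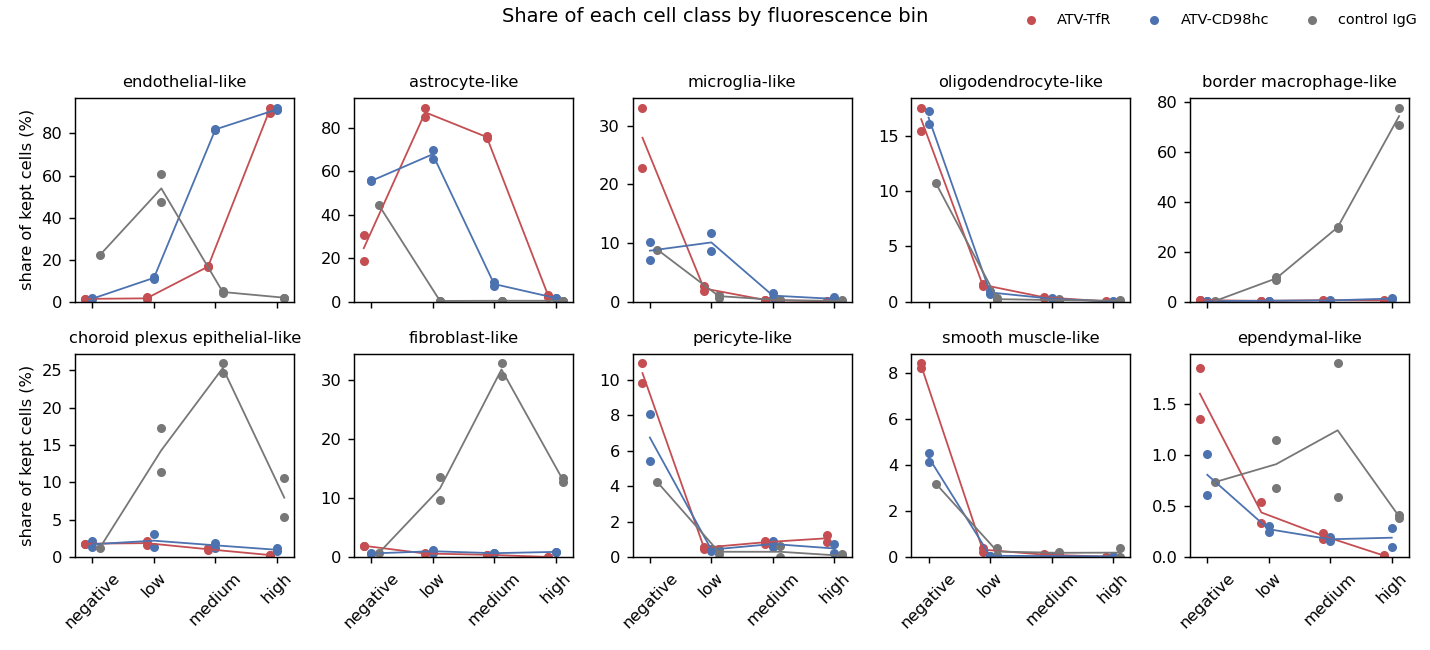
Share of each named class among the kept cells of a library (y axis, percent) in the 4 AF647 bins (x axis) of ATV-TfR, ATV-CD98hc and control IgG, with 1 point per library and lines through the means. Endothelial-like cells reach 91.0% and 91.4% in the high bins of the ATVs, and border macrophage-like cells reach 74.2% in that of control IgG.

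The trend of each share over the 4 bins was tested within each treatment, 30 trends in all. In ATV-TfR 1 class rose and 6 fell, in ATV-CD98hc 2 rose and 5 fell, and in control IgG 1 rose and 1 fell. The endothelial-like share rose by a logit slope of 2.23 per bin in ATV-TfR (exact permutation p = 0.0024, adjusted p = 0.0071) and of 2.33 in ATV-CD98hc (exact permutation p = 0.00079, the smallest possible, adjusted p = 0.0030). The border macrophage-like share rose in ATV-CD98hc (slope 0.50, exact permutation p = 0.00079, adjusted p = 0.0030) and in control IgG (slope 2.11, exact permutation p = 0.0016, the smallest possible, adjusted p = 0.0053). Oligodendrocyte-, microglia-, smooth muscle- and ependymal-like shares fell in both ATVs, fibroblast- and choroid plexus epithelial-like shares in ATV-TfR, the astrocyte-like share in ATV-CD98hc and the microglia-like share in control IgG. The alternative that changed most was the use of male cells alone, which took the control IgG trends from 2 to 1. Without 1 pool, 24 arrangements are left and no p can fall below 0.083, and without control IgG replicate 2, 6 are left and none can fall below 0.33. The slopes of the called trends kept their direction there, and calls cannot be repeated.

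Cell numbers in the high bin were then compared with the negative bin in edgeR, as a measure of who carries the brightest signal. Endothelial-like cells were more abundant in the high bin by a log2 fold change of 6.04 (SE 0.34, adjusted p = 1.3e-12) in ATV-TfR and of 5.95 (SE 0.34, adjusted p = 1.8e-12) in ATV-CD98hc, in both pools of each. In control IgG they were less abundant, by -3.52 (SE 0.38, adjusted p = 3.4e-08). Its negative bin is 1 library, so every SE and p of a control IgG contrast, here and for genes, takes the spread between libraries from the other groups. Border macrophage-like cells did not change past the threshold in ATV-TfR (-0.36, adjusted p = 0.29), and rose in ATV-CD98hc (2.39, adjusted p = 8.5e-06) and in control IgG (8.16, adjusted p = 4.1e-11). Fibroblast-like cells fell in ATV-TfR (-4.67, adjusted p = 7.8e-11), did not change past the threshold in ATV-CD98hc (0.51, adjusted p = 0.12) and rose in control IgG (4.24, adjusted p = 1.9e-08). Over the 10 classes, 1 was higher and 8 lower in ATV-TfR, 2 higher and 6 lower in ATV-CD98hc, and 3 higher and 6 lower in control IgG. Shares within a library add up to 1, so a class that fills the high bin lowers the others. The alternative that moved these values most counted cells outside the endothelial-like class only. There 5 of 8 other calls kept their direction and call in ATV-TfR, 4 of 7 in ATV-CD98hc and 8 of 8 in control IgG, and border macrophage-like cells of ATV-TfR moved from -0.36 to 3.11 (adjusted p = 1.4e-07). The ependymal-like fall in ATV-CD98hc (-2.06) lost its call without ATV-CD98hc replicate 2 (-1.09, adjusted p = 0.092), and the choroid plexus epithelial-like fall there (-0.81, adjusted p = 0.072) gained one without either control IgG replicate (-0.81, adjusted p = 0.048) and with the replicate block (-0.76, adjusted p = 0.016).

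Whether the ATVs mark different classes was tested by the difference of their changes. It was past the threshold for 6 of 10 classes: 1, astrocyte-like cells, was higher in ATV-TfR and 5 were lower, from -1.70 for choroid plexus epithelial-like to -5.18 for fibroblast-like cells. The choroid plexus epithelial-like difference was -1.61 without ATV-TfR replicate 1 (adjusted p = 0.15) and -1.80 without ATV-TfR replicate 2 (adjusted p = 0.10). Endothelial-like cells did not differ between the ATVs (0.09, SE 0.40, adjusted p = 0.88). Against control IgG, 7 classes differed in ATV-TfR and 5 in ATV-CD98hc, with endothelial-like cells at 9.56 (SE 0.49) and 9.47 (SE 0.50). The high bins compared directly gave 7 of 10 classes. Fibroblast-like (-3.59, adjusted p = 2.9e-08), ependymal-like (-3.38, adjusted p = 0.00050) and microglia-like cells (-2.70, adjusted p = 0.00050) were less frequent in ATV-TfR than in ATV-CD98hc, in edgeR and under each omission of a replicate. The calls of the other 4 did not hold under each omission. Without ATV-CD98hc replicate 1, the values were 0.79 for astrocyte-like (0.69 with all), -0.83 for border macrophage-like (-1.27) and 0.54 for pericyte-like cells (1.08), none past the threshold, and 4 classes were called in all. Without ATV-TfR replicate 1, 4 classes were called too, and astrocyte-like (0.48), choroid plexus epithelial-like (-1.56, from -1.66) and pericyte-like cells (0.81) were not past the threshold. The astrocyte-like call was also lost without ATV-CD98hc replicate 2 (0.60), control IgG replicate 1 (0.69) or control IgG replicate 2 (0.69), and the pericyte-like call without ATV-TfR replicate 2 (1.31). Endothelial-like cells made up a like part of both high bins (-0.01, SE 0.27, adjusted p = 0.98).

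**Figure D2:**
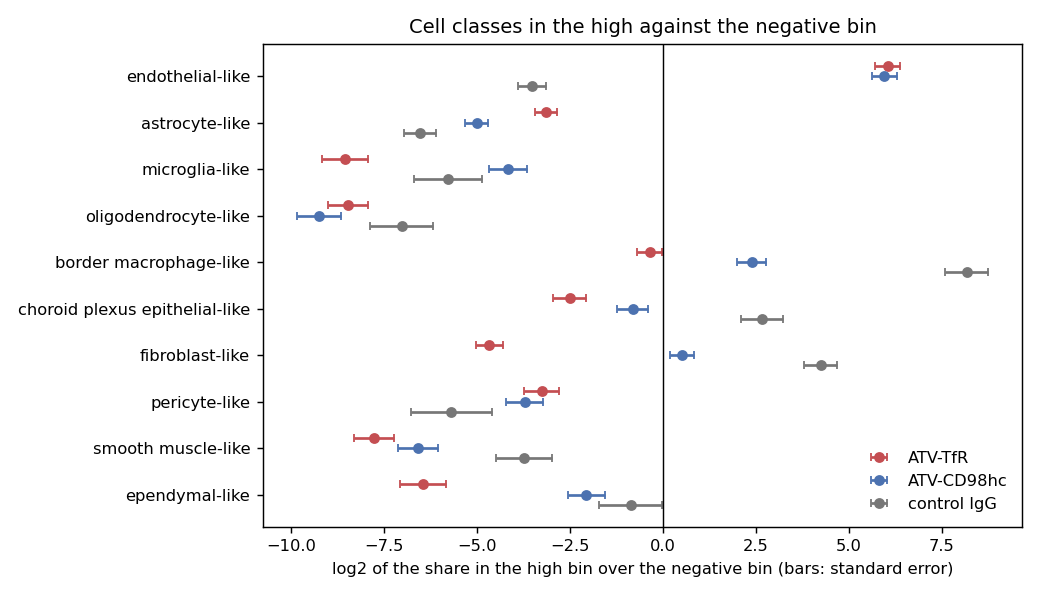
Log2 fold change of the abundance of each named class in the high against the negative bin (x axis; edgeR, bars are SE) for each treatment (colours), with classes on the y axis. Endothelial-like cells sit at 6.04 and 5.95 in the ATVs and at -3.52 in control IgG, and border macrophage-like cells at -0.36, 2.39 and 8.16.

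Receptor RNA was measured to give the level of the bound receptor in each class. In control IgG pools, the mice without a knock-in, Tfrc (ENSMUSG00000022797) stood at 536 ± 49 CPM in endothelial-like cells (SD, n = 2 pools; 14735 UMIs in all) and Slc3a2 (ENSMUSG00000010095) at 550 ± 67 (SD, n = 2; 13700 UMIs). These were the highest of the 10 classes for both genes. Tfrc in the other classes ran from 5.34 CPM in microglia-like cells (SD 7.56, n = 2) to 64.4 in astrocyte-like cells (1 pool with 20 cells or more). The microglia-like mean includes a pool with 0 UMIs in 29 cells, and pool 2, with 1032 cells, had 10.7. Summed over both pools the microglia-like level was 10.4, and fibroblast-like cells were lowest at 8.50. At a mean depth of 4412 UMIs, 73.7% of endothelial-like cells had a UMI of Tfrc, against 1.55% of microglia-like cells at 3603 UMIs (means over pools). Slc3a2 in the other classes ran from 54.7 in smooth muscle-like cells (1 pool) to 262 in astrocyte-like cells (1 pool). In ATV-TfR pools, endothelial-like Tfrc stood at 226 ± 17 and Slc3a2 at 624 ± 23 (SD, n = 2). In ATV-CD98hc pools these were 537 ± 106 and 268 ± 38 (SD, n = 2). The bins used moved these levels most: in the negative bin alone, endothelial-like Tfrc was 55.7 in ATV-TfR.

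**Figure D3:**
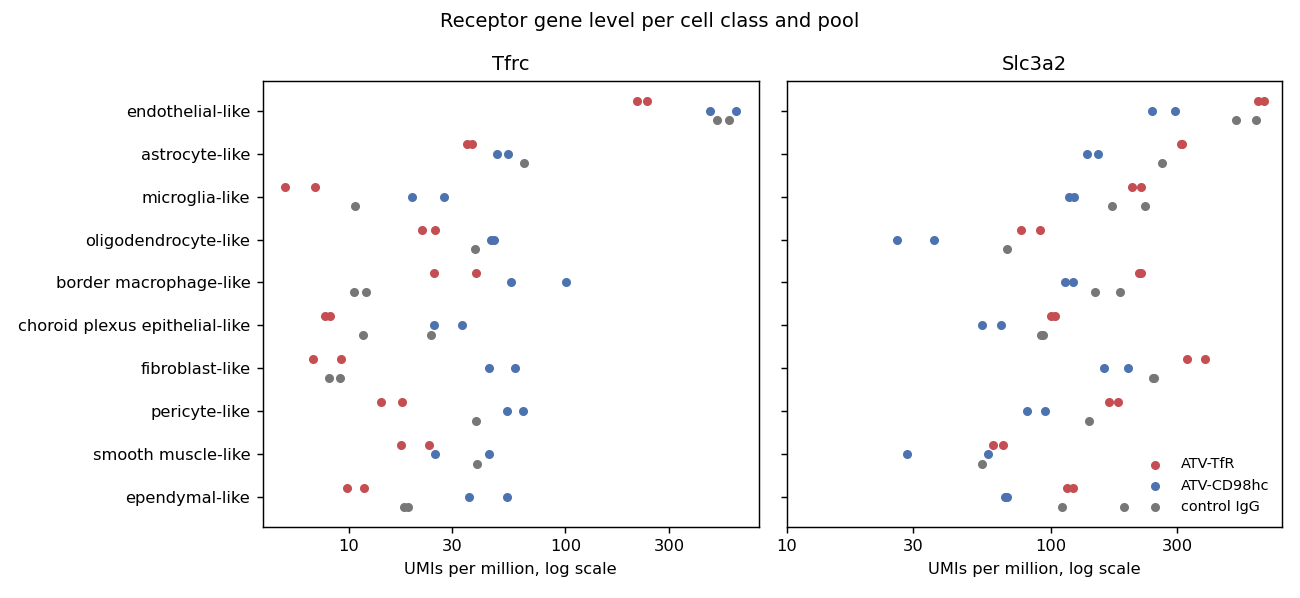
CPM (log axis) of Tfrc and of Slc3a2 in each class, with 1 point per pool that had at least 20 cells of the class, coloured by treatment. A control IgG pool with 0 UMIs of Tfrc in 29 microglia-like cells is not drawn, and endothelial-like Tfrc is lower in ATV-TfR (226) than in control IgG (536). The knock-in mice carry an edited receptor gene, and counts do not tell its allele from the unedited one.

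The level of a receptor in control IgG pools was set against the log2 of the high over the negative share across the 10 classes, 4 relations in all. Classes are not independent replicates. Tfrc was not related to the ATV-TfR enrichment past the threshold (Pearson's r = 0.63, permutation p = 0.065, adjusted p = 0.086; Spearman's rho = 0.28, permutation p = 0.43), nor to that of ATV-CD98hc (r = 0.25, permutation p = 0.48; rho = -0.18, permutation p = 0.63). Slc3a2 was related to the enrichment in ATV-TfR (r = 0.72, permutation p = 0.018, adjusted p = 0.041) and in ATV-CD98hc (r = 0.72, permutation p = 0.020, adjusted p = 0.041), while rho was 0.53 (permutation p = 0.12) and 0.54 (permutation p = 0.11). Without the 2 classes farthest from the median level, endothelial-like cells among them, r became -0.06, -0.63, 0.32 and 0.40 in the same order, so the relations rest on those classes. Leaving out control IgG replicate 2 leaves levels from pool 1 alone, where astrocyte-, oligodendrocyte-, pericyte- and smooth muscle-like levels rest on 14, 6, 11 and 3 cells. It moved Slc3a2 with ATV-TfR most, to 0.32 (adjusted p = 0.35), and took Tfrc with ATV-TfR past the threshold (0.82, adjusted p = 0.0092). Without control IgG replicate 1, the Slc3a2 relations had r of 0.71 and 0.70 with an adjusted p of 0.051 each.

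Within endothelial-like cells, the high bin was compared with the negative bin to find genes that go with the amount of antibody. In ATV-TfR 509 genes were higher and 1047 lower of 15490 tested, and in ATV-CD98hc 240 were higher and 572 lower. Without ATV-TfR replicate 1 or 2, the ATV-TfR count went from 1556 to 522 or 611, and without ATV-CD98hc replicate 1 the ATV-CD98hc count went from 812 to 442. The 2 counts were 2362 and 1232 with the replicate block, which takes into account that the bins of a pool share their animals, and 853 and 514 with the stricter filter on low counts. With DESeq2 and with RLE factors, the change of a gene shifted by a median of -0.20 in ATV-TfR and -0.18 in ATV-CD98hc. These medians are over genes with an average log2 CPM of at least 4. DESeq2 called 299 higher and 1756 lower in ATV-TfR, and 157 higher and 1335 lower in ATV-CD98hc. The cluster with the most endothelial-like cells was cluster 4 in the negative bins of both ATVs, cluster 3 in the ATV-TfR high bin and cluster 2 in the ATV-CD98hc high bin. Within cluster 4 alone, with 30 to 60 cells per negative library, 941 genes were called in ATV-TfR and 586 in ATV-CD98hc. Of the fixed list, 7 genes were higher and 2 lower in ATV-TfR and 6 were higher in ATV-CD98hc over all genes tested. Adjusted over the list alone, 7 were higher and 4 lower in ATV-TfR and 6 were higher in ATV-CD98hc. Tfrc was higher in the high bin by 2.32 (SE 0.26, adjusted p = 3.5e-07) in ATV-TfR, at 229 and 251 CPM against 54.29 and 57.03, and by 2.00 (SE 0.24, adjusted p = 3.1e-06) in ATV-CD98hc. Slc7a5 (ENSMUSG00000040010), which encodes the light chain that pairs with CD98hc, was higher by 2.27 (SE 0.25) and 2.09 (SE 0.26), and Slc3a2 by 1.33 (SE 0.22, adjusted p = 0.00012) and 1.79 (SE 0.27, adjusted p = 7.5e-05). The ATV-TfR call of Slc3a2 was lost without ATV-TfR replicate 1 (1.28, adjusted p = 0.076) or 2 (1.29, adjusted p = 0.078). Slc40a1 (ENSMUSG00000025993, the iron exporter) was higher by 1.81 and 1.66, and Fcgrt (ENSMUSG00000003420, the neonatal Fc receptor) by 1.43 and 1.11. Fcgrt lost its ATV-TfR call without ATV-TfR replicate 1 (1.48) or 2 (1.31), and its ATV-CD98hc call without ATV-CD98hc replicate 2 (0.84) or ATV-TfR replicate 2 (1.10). Differences between the ATVs in these changes were not past the threshold: 0.33 for Tfrc, 0.18 for Slc7a5 and -0.46 for Slc3a2 (adjusted p = 0.93, 0.97 and 0.93). Negative-bin values rest on few UMIs, 49 of Tfrc in ATV-TfR and 76 in ATV-CD98hc.

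Over all classes that had enough cells, with a gene counted once for each class where it is called, there were 8169 calls between the high and the negative bin in ATV-TfR (5 classes, 3969 higher), 7527 in ATV-CD98hc (6 classes, 3464 higher) and 2547 in control IgG (3 classes, 945 higher). The ATV-TfR count fell to 1821 without ATV-TfR replicate 1 and to 2767 without ATV-TfR replicate 2, and without ATV-CD98hc replicate 1 the ATV-CD98hc count fell to 3568. Outside endothelial-like cells the 12 endothelial markers rose too. Their median change was 3.35 to 9.23 in 9 pairs of class and ATV, and -6.86 to -2.42 in 3 classes of control IgG. In the 9 pairs, genes highest in the class itself made up 0.389% (pericyte-like, ATV-TfR) to 46.8% (astrocyte-like, ATV-CD98hc) of the calls. Most genes tested are not of that kind either, so a low share alone does not point to RNA of other classes. In choroid plexus epithelial-like cells of ATV-TfR, Pglyrp1 (ENSMUSG00000030413) and Ptprb (ENSMUSG00000020154) were each at least 77.9-fold higher in the high bin, and Cdh10 (ENSMUSG00000022321) and Fat3 (ENSMUSG00000074505) at least 4.33-fold and 3.71-fold lower (floor of 3 UMIs over the group). Pglyrp1 and Ptprb have their highest level in endothelial-like cells, Cdh10 and Fat3 in astrocyte-like cells. In those of ATV-CD98hc, Adgrf5 (ENSMUSG00000056492) and Kank3 (ENSMUSG00000042099) were at least 25.5-fold and 19.3-fold higher, with their highest level in endothelial-like cells. Ntsr2 (ENSMUSG00000020591) was at least 34.6-fold lower, with its highest level in astrocyte-like cells. Of these 7 genes, the call of Ntsr2 alone held without each replicate. Without ATV-TfR replicate 1 and then 2, the adjusted p was 0.35 and 0.20 for Pglyrp1, 0.41 and 0.22 for Ptprb and 0.0505 and 0.15 for Fat3, and Cdh10 had 0.12 without ATV-TfR replicate 1. Ptprb had 0.084 and 0.082 without ATV-CD98hc replicate 1 and 2. Leaving out ATV-CD98hc replicates 1 and 2 and ATV-TfR replicates 1 and 2 in turn, Adgrf5 had 0.37, 0.084, 0.071 and 0.072, and Kank3 0.31, 0.063, 0.093 and 0.095.

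In astrocyte-like cells of ATV-TfR, with cluster 1 the largest in both bins, Gfap (ENSMUSG00000020932) was higher by 3.02 (SE 0.21, adjusted p = 9.1e-07) and Spock2 (ENSMUSG00000058297) by 2.23 (SE 0.14, adjusted p = 6.0e-10). Crym (ENSMUSG00000030905) was lower, by -2.92 (SE 0.53, adjusted p = 0.0071), and Sntg1 (ENSMUSG00000025909) by -2.38 (SE 0.35, adjusted p = 0.00055). Crym lost its call without ATV-TfR replicate 1 (-2.14) or 2 (-3.63). In those of ATV-CD98hc, cluster 1 was the largest in the negative and cluster 0 in the high bin. There Slit2 (ENSMUSG00000031558) was higher by 3.20 (SE 0.23, adjusted p = 8.4e-08) and Fam155a (ENSMUSG00000079157) by 3.04 (SE 0.27, adjusted p = 9.2e-06), D030055H07Rik (ENSMUSG00000086296) was at least 14.5-fold lower, and Nrg1 (ENSMUSG00000062991), with 3 UMIs in the high bin, was 15.4-fold lower (95% exact interval 5.25 to 74.8). Spock2 has its highest level in endothelial-like cells, and Gfap, Crym, Nrg1 and Slit2 in ependymal-like cells. Tfrc rose in astrocyte-like cells of ATV-TfR (1.51, SE 0.15, adjusted p = 3.6e-07) and not past the threshold in those of ATV-CD98hc (0.26, SE 0.19, adjusted p = 0.50), and the difference was 1.25 (SE 0.23, adjusted p = 0.0016). It was 1.11 (adjusted p = 0.086) without ATV-TfR replicate 1. Slc3a2 did not change past the threshold in the astrocyte-like cells of ATV-TfR (0.18, adjusted p = 0.29).

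Counted in the same way, the differences between treatments in the change from negative to high bin gave 1232 calls for ATV-TfR against ATV-CD98hc over 4 classes, 1229 of them in astrocyte-like cells, 383 for ATV-TfR against control IgG over 2 classes and 31 for ATV-CD98hc against control IgG over 2 classes. In endothelial-like cells 2 genes differed between the ATVs (866 at an unadjusted p under 0.05, 25 by DESeq2). Without ATV-TfR replicate 1, 2 or ATV-CD98hc replicate 2, the first count was 264, 391 or 786, without ATV-TfR replicate 1 the second was 102, and without ATV-CD98hc replicate 1 the third was 55.

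Expression was also compared between treatments over the sums of each pool, which asks how antibody and genotype together change a class. Control IgG pool 1 has no negative library, so its sums hold cells of the positive bins only, while pool 2 has its negative library too (29 microglia-like cells against 1032). The pools are replicates in these fits all the same. Summed over the classes tested, with a gene counted in each class, there were 2885 calls between ATV-TfR and control IgG (6 classes, 2026 higher), 2660 between ATV-CD98hc and control IgG (6 classes, 2201 higher) and 2890 between ATV-TfR and ATV-CD98hc (10 classes, 1396 higher). Without ATV-TfR replicate 1 or 2 the first count was 1060 or 1305, and without ATV-CD98hc replicate 2 the second was 1678 and the third 1865. In endothelial-like cells edgeR called 0 genes in each of the 3 contrasts, with 1169, 746 and 353 genes at an unadjusted p under 0.05, and DESeq2 called 52 higher and 132 lower, 11 and 91, and 2 and 2. Endothelial-like Tfrc was lower in ATV-TfR than in control IgG by -1.17 (SE 0.20, adjusted p = 0.24 over all genes and 0.014 adjusted over the list alone), in both pools. Without ATV-CD98hc replicate 1 it passed the threshold over all genes (-1.19, adjusted p = 0.046). The cluster with the most endothelial-like cells was cluster 3 in the ATV-TfR high bin, 2 in the control IgG negative and 6 in the control IgG low bin. Another mix of endothelial-like clusters was not tested for the Tfrc difference and stays open. So does a lower count of the edited receptor allele in the knock-in mice, since the matrix holds no allele. Slc3a2 was lower in ATV-CD98hc than in control IgG by -1.01 (SE 0.23, adjusted p = 0.46, and 0.073 adjusted over the list alone). Slc7a5 changed by -0.03 and 0.08. Between ATV-TfR and ATV-CD98hc, Slc3a2 was higher in ATV-TfR in all 10 classes, from 0.69 in smooth muscle-like to 1.49 in oligodendrocyte-like cells, and Tfrc was lower in all 10, from -0.48 in astrocyte-like to -2.66 in fibroblast-like cells. The endothelial markers were lower there too, by a median of -5.34 to -0.41, in the 9 classes outside endothelial-like cells, where it was 0.03. The smooth muscle-like values depend on the replicate: without ATV-CD98hc replicate 1 Slc3a2 was 0.16 and Tfrc -0.22, and without ATV-CD98hc replicate 2 they were 1.20 (adjusted p = 0.0011) and -1.03 (adjusted p = 0.012). Past the threshold over all genes were Slc3a2 in astrocyte-, oligodendrocyte-, microglia- and choroid plexus epithelial-like cells and Tfrc in astrocyte-, oligodendrocyte-, ependymal-, fibroblast-, microglia- and pericyte-like cells. The microglia-like Slc3a2 call was lost without ATV-CD98hc replicate 1 (0.79) or 2 (0.88) and ATV-TfR replicate 1 (0.91) or 2 (0.76), and the choroid plexus epithelial-like one without ATV-TfR replicate 1 (0.84) or 2 (0.87). Tfrc calls were lost without ATV-CD98hc replicate 1 in ependymal- (-1.71), oligodendrocyte- (-0.93) and pericyte-like cells (-2.01), without ATV-CD98hc replicate 2 in oligodendrocyte- (-0.98) and pericyte-like cells (-1.70), and without ATV-TfR replicate 1 in oligodendrocyte-like cells (-0.88).

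Choroid plexus epithelial- and fibroblast-like cells held most calls between ATV-TfR and control IgG, 1079 and 956. In the first, Nnat (ENSMUSG00000067786) was higher by 3.82 (SE 0.33, adjusted p = 0.00030) and Fut9 (ENSMUSG00000055373) by 3.68 (SE 0.29, adjusted p = 2.2e-05), and Brinp1 (ENSMUSG00000028351) and Fras1 (ENSMUSG00000034687) were lower, by -1.31 and -1.28. Fras1 lost its call without ATV-TfR replicate 1 (-1.21). In the second, Gm6145 (ENSMUSG00000110080) and Btbd17 (ENSMUSG00000000202) were higher by 4.41 and 4.38, and Ccnd1 (ENSMUSG00000070348) and Dhx58os (ENSMUSG00000085604, an antisense RNA) were lower by -1.68 and -1.62. All of these 4 lost their calls without ATV-TfR replicate 1 (4.48, 4.66, -1.97 and -1.46) or 2 (4.35, 4.05, -1.47 and -1.80), and Dhx58os also without control IgG replicate 1 (-1.45). Gm6145 and Btbd17 rose to 9.68 and 9.73 without control IgG replicate 2, where only positive-bin cells of pool 1 are left in control IgG, and fell to 3.65 and 3.62 without control IgG replicate 1. Between ATV-CD98hc and control IgG, fibroblast- and border macrophage-like cells held most calls, 1215 and 815. In fibroblast-like cells Gm6145 was higher by 4.01 and Asic2 (ENSMUSG00000020704) by 3.89, and Crabp1 (ENSMUSG00000032291) and Arrdc4 (ENSMUSG00000042659) were lower, by -1.69 and -1.62. Asic2 lost its call without ATV-CD98hc replicate 2 (4.12). In border macrophage-like cells Kcnd2 (ENSMUSG00000060882) and Cd200 (ENSMUSG00000022661) were higher, 303-fold (1 UMI in control IgG, 95% exact interval 53.1 to 12074) and 126-fold (2 UMIs, 33.9 to 1059). There Cxcl9 (ENSMUSG00000029417) was lower by -4.25 (SE 0.62, adjusted p = 0.0044) and Gm1720 (ENSMUSG00000086860) by -2.06 (SE 0.53, adjusted p = 0.038). Cxcl9 lost its call without either ATV-CD98hc replicate (-4.28 and -4.23), and Gm1720 without ATV-CD98hc replicate 1 (-2.28) or 2 (-1.91), ATV-TfR replicate 1 (-2.06) or 2 (-2.06) or control IgG replicate 2 (-1.12). Fut9, Btbd17, Gm6145, Asic2 and Kcnd2 have their highest level in astrocyte-like cells, Nnat in ependymal-like and Cd200 in endothelial-like cells. Bins differ in cells between treatments, and in the negative bin alone Nnat (-0.69), Fut9 (-2.59), Brinp1 (1.18), Fras1 (0.65), Gm6145 (-4.42 in ATV-TfR and -3.23 in ATV-CD98hc) and Btbd17 (-3.37) had the other sign.

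Each pool held a male and a female mouse. Of cells with UMIs of 1 sex only, 60.7% were called female in ATV-TfR, 56.5% in ATV-CD98hc and 52.3% in control IgG (mean over libraries).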

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

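Of the tests in this part, those on shares forced by another class, on genotype, on the mix of astrocyte-like clusters and on RNA of other classes in astrocyte- and border macrophage-like cells were chosen only after the result was seen.

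The results here are differences between treatments in the change from the negative to the high bin, each tested as a difference in edgeR. Endothelial-like cells moved apart most from control IgG, by a log2 value of 9.56 in ATV-TfR and 9.47 in ATV-CD98hc. No table argues against a part of genotype in this. Each ATV was given to knock-in mice and control IgG to C57BL/6J mice, so the antibody and the genotype (smaller difference 9.47) cannot be told apart, since no library has an ATV in C57BL/6J mice or control IgG in knock-in mice. The control IgG side rests on 1 negative library and on positive bins taken from about 1% of the cells. That endothelial-like cells fill the high bins of ATV-TfR (91.0%) and ATV-CD98hc (91.4%) is measured. Whether binding of the ATV by brain capillaries, the difference the design names, is the cause stays open as untested.

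Between the ATVs, the change was higher in ATV-TfR for astrocyte-like cells (1.86) and lower for border macrophage-like (-2.75), ependymal-like (-4.40), fibroblast-like (-5.18), microglia-like (-4.38) and choroid plexus epithelial-like cells (-1.70). Shares add up to 1, so a technical explanation is that endothelial-like cells, which fill both high bins, force the rest. For the first 5 classes the tables argue against it: with cells outside the endothelial-like class alone or with TMM factors across classes, the value nearest 0 was 1.79, and each stayed past the threshold with its sign. For choroid plexus epithelial-like cells endothelial-like cells are argued against as well: outside that class the value was -1.73 (adjusted p = 0.014), and endothelial-like cells themselves did not differ between the ATVs (0.09). With TMM factors it was -0.78 (adjusted p = 0.20), so this difference depends on the scaling, and its call was lost without ATV-TfR replicate 1 (-1.61) or 2 (-1.80). The gates came from ATV-TfR mice and the positive part of the cells was about 30% there and 20% in ATV-CD98hc, so a bin need not hold the same amount of antibody per cell in both. A different reach of the ATVs into these classes stays open as untested, as does the genotype.

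Between ATV-TfR and control IgG, the change was higher for astrocyte-like cells (3.39) and lower for border macrophage-like (-8.52), fibroblast-like (-8.91), choroid plexus epithelial-like (-5.18), ependymal-like (-5.59) and smooth muscle-like cells (-4.04). A share forced by endothelial-like cells is argued against for astrocyte-, border macrophage- and fibroblast-like cells, where the value nearest 0 was -4.72. For choroid plexus epithelial- and ependymal-like cells it cannot be told apart from a real difference: outside the endothelial-like class the values were -1.37 (adjusted p = 0.10) and -1.92 (adjusted p = 0.18), and with TMM factors -1.96 and -2.46, both past the threshold. For smooth muscle-like cells the values were -0.86 with TMM factors and -0.30 outside the endothelial-like class, neither past the threshold, as such a forced share would give, and the stricter cell filter gave 2.47. Treatment and genotype stay open as untested.

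Between ATV-CD98hc and control IgG, the change was higher for astrocyte-like cells (1.53) and lower for border macrophage-like (-5.78), choroid plexus epithelial-like (-3.48) and fibroblast-like cells (-3.72). A share forced by endothelial-like cells is argued against for astrocyte- and border macrophage-like cells, with -1.94 as the value nearest 0. Border macrophage-like cells made up 74.2% of the control IgG high bin. No alternative left them out, so a share forced by them stays open here and for ATV-TfR against control IgG. The astrocyte-like call was lost without ATV-CD98hc replicate 1 (1.42) or 2 (1.62) and without control IgG replicate 1 (1.32), and also with the replicate block (1.51, adjusted p = 0.11), which takes into account that the bins of a pool share their animals. For choroid plexus epithelial- and fibroblast-like cells the value farthest from 0 was -1.39, and outside the endothelial-like class they were 0.37 and 0.14, none past the threshold, as a forced share would give. Treatment and genotype stay open as untested.

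For expression, with a gene counted in each class where it is called, 1232 differed between the ATVs in their change from negative to high, 1229 of them in astrocyte-like cells. Without ATV-TfR replicate 1 or 2 or ATV-CD98hc replicate 2 the count was 264, 391 or 786. RNA of other classes as the whole cause is argued against, since 590 genes were past the threshold among those whose highest level is in astrocyte-like cells. Another mix of astrocyte-like clusters in the bins stays open: within cluster 0 alone 28 genes were past the threshold, against 671 in a random draw of as many astrocyte-like cells, so a different mix of astrocyte-like cells may give much of the count. Fewer cells alone do not account for 28, as the draw shows. Astrocyte-like Tfrc was among the genes that differed (1.25, and 1.11 without ATV-TfR replicate 1, adjusted p = 0.086), rising with the signal in ATV-TfR. Within cluster 0 its difference was 0.80 (adjusted p = 0.44), against 1.21 (adjusted p = 0.029) in the random draw, so the mix of clusters stays open for it as well. RNA of endothelial-like cells, which hold the most Tfrc, stays open for it too. All 12 endothelial markers differed in the same direction in astrocyte-like cells, by a median of 1.17. Treatment and genotype stay open as untested.

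Between ATV-TfR and control IgG 383 genes differed, 372 of them in border macrophage-like cells and 11 in choroid plexus epithelial-like cells, and 102 without ATV-TfR replicate 1. Of the 372, 20 higher and 79 lower genes are highest in the border macrophage-like class itself (26.6%). A separate fit of such genes alone tested 2521, against 8804 genes in all. That is a like share, so the 26.6% alone does not point to RNA of other classes. The 372 calls were 277 higher and 95 lower, so most of the higher ones are not such genes. In the separate fit 13 were past the threshold. RNA of other classes stays a candidate explanation for part of the count. Between ATV-CD98hc and control IgG 31 genes differed, 29 in fibroblast-like and 2 in choroid plexus epithelial-like cells, and 55 without ATV-CD98hc replicate 1. In a fit of genes highest in the class itself the count was 0 in fibroblast-like and 11 in choroid plexus epithelial-like cells. Treatment and genotype stay open as untested for both.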

How the results depend on the processing

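The re-clustering of 2 unnamed clusters and the fits of genes highest in the class itself were chosen after seeing the data, and the other alternatives were planned. Followed were results past the threshold and the few others that the report prints, while 14 share trends and 13 abundance differences between treatments past no threshold were left out, as were 2 endothelial-like gene changes (Tfrc in ATV-CD98hc and Slc3a2 in ATV-TfR, each against control IgG). That limit was set after it was seen which of these changed sign. The counts below therefore leave out 16 calls gained and 26 changes of sign among these abundance differences, and 5 and 12 among these trends. Outside the endothelial-like class, calls gained against control IgG were 6.19 for pericyte-like cells in ATV-TfR, and 5.44 for microglia-like, 5.85 for pericyte-like and 2.64 for ependymal-like cells (other sign) in ATV-CD98hc. The cause was not tested where none is given.

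Over all alternatives, 912 abundance values, 1097 gene changes and 138 trend slopes kept their direction and their side of the threshold. Of the abundance values 44 were weaker, 9 stronger and 24 reversed, and of the gene changes 104, 51 and 8. Of the slopes 36 lost their call with the sign kept, 32 of them without 1 pool, where none can be called. Counts of called classes stayed within 1.5 times in 120 cases and moved more in 3, and counts of called genes over classes did so in 106 and 59. The endothelial-like rise in abundance in both ATVs held under each alternative that tested it. Counting cells outside that class cannot test it. Its share trends kept their direction without 1 pool, where they cannot be called.

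Counting cells outside the endothelial-like class alone reversed more abundance values than any other alternative (8, with 6 weaker, 1 stronger and 35 kept), and its cause lies in its construction, since shares add up to 1. From the negative to the high bin it gave, in ATV-TfR, 0.31 for astrocyte-like, 3.11 for border macrophage-like, 0.97 for choroid plexus epithelial-like and 0.18 for pericyte-like cells, each with the other sign. In ATV-CD98hc it gave 2.70 for choroid plexus epithelial- and 1.44 for ependymal-like cells, both with the other sign, 4.04 for fibroblast-like, -0.67 for microglia-like and -0.16 for pericyte-like cells. Against control IgG, the differences became -1.37 (choroid plexus epithelial-like), -1.92 (ependymal-like) and -0.30 (smooth muscle-like) in ATV-TfR, with 4 classes called, and 0.37 (choroid plexus epithelial-like) and 0.14 (fibroblast-like) in ATV-CD98hc, with the other sign. Between the high bins of the ATVs, pericyte-like cells had 0.97.

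TMM factors across classes gave, in ATV-TfR, 1.82 for border macrophage-like (other sign) and -0.33 for choroid plexus epithelial-like cells. In ATV-CD98hc they gave 0.44 for choroid plexus epithelial-like (other sign), -0.81 for ependymal-like and 1.81 for fibroblast-like cells, and in control IgG -1.90 for ependymal-like cells. Differences between treatments were -0.78 for choroid plexus epithelial-like cells between the ATVs, -0.86 for smooth muscle-like cells between ATV-TfR and control IgG, and -1.18 and -1.39 for choroid plexus epithelial- and fibroblast-like cells between ATV-CD98hc and control IgG. Between the high bins they were -0.33 for border macrophage-like, -0.74 for choroid plexus epithelial-like and 0.89 for endothelial-like cells, the last past the threshold with the other sign.

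Cells of 1 sex are fewer, which lowers counts by construction. Female cells alone gave, for choroid plexus epithelial-like cells, 1.36 in ATV-CD98hc (other sign) and -0.91 in ATV-TfR. They gave -0.053 for endothelial-like cells between the ATVs (other sign), -5.38 and -3.95 for ependymal- and smooth muscle-like cells between ATV-TfR and control IgG, 0.66 for astrocyte-like cells between the high bins and a slope of -0.42 for ependymal-like cells in ATV-CD98hc. Male cells alone gave 0.34 for choroid plexus epithelial-like (other sign), -1.23 for ependymal-like and 1.45 for fibroblast-like cells in ATV-CD98hc, 0.40 for border macrophage-like cells in ATV-TfR (other sign), -3.61 and -4.08 for ependymal- and smooth muscle-like cells between ATV-TfR and control IgG, and 0.88 for pericyte-like cells between the high bins. Slopes in male cells were -0.27 and -1.25 for ependymal- and smooth muscle-like cells in ATV-CD98hc and -0.78 for microglia-like cells in control IgG, where 1 trend was called.

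The stricter cell filter gave -1.10 for border macrophage-like cells in ATV-TfR, -1.50 for choroid plexus epithelial-like cells in ATV-CD98hc, 2.47 for smooth muscle-like cells between ATV-TfR and control IgG (other sign), 1.11 for astrocyte-like cells between ATV-CD98hc and control IgG, 0.62 for astrocyte-like cells between the high bins and -0.020 for endothelial-like cells between the ATVs (other sign). Without a filter, border macrophage-like cells of ATV-TfR had 0.19 and endothelial-like cells between the ATVs -0.056, both with the other sign. The replicate block gave -0.76 for choroid plexus epithelial-like cells in ATV-CD98hc (adjusted p = 0.016, a call gained), 1.51 for astrocyte-like cells between ATV-CD98hc and control IgG (adjusted p = 0.11, the call lost) and 0.13 for endothelial-like cells between the high bins (other sign). DESeq2 gave 1.53 (adjusted p = 0.051) for astrocyte-like cells between ATV-CD98hc and control IgG. Re-clustering gave 0.69 for astrocyte-like and 1.09 for pericyte-like cells between the high bins, neither past the threshold.

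Genes called between high and negative bin, summed over classes here and below, were 2932 in ATV-TfR, 694 in ATV-CD98hc and 441 in control IgG with female cells, and 2128, 648 and 383 with male cells. Among genes highest in the class itself, a smaller set by construction, they were 2056, 2310 and 685. A minimum of 50 cells gave 2137 in ATV-CD98hc and 1219 in control IgG, and the stricter cell filter 1239 in control IgG. For the differences of these changes, ATV-TfR against ATV-CD98hc had 366 with female cells, 526 with male cells and 592 among genes highest in the class. ATV-TfR against control IgG had 961 with doublets kept, 740 with no filter on low counts, 688 with the replicate block and 13 among genes highest in the class. ATV-CD98hc against control IgG had 427, 253, 161 and 11 in these, and 253 with DESeq2.

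Over pool sums, ATV-TfR against control IgG had 1769 with female cells, 1353 with male cells, 477 among genes highest in the class, 4503 with the low, medium and high bins, 4760 with no filter on low counts and 5779 with 12 animals told apart by sex. ATV-CD98hc against control IgG had 1024, 1471, 200, 4351 and 4747 in the first 5 of these and 4064 with doublets kept. ATV-TfR against ATV-CD98hc had 895, 1823, 317, 4539 and 5186 in the first 5, 1831 with DESeq2, 5215 with the replicate block, which here matches pools by a number that pairs nothing between treatments, and 1777 with the stricter filter on low counts. The negative bin alone gave 1142, 480 and 414 in the 3 contrasts, of which 6, 10 and 39 were called with the same sign over all bins, and 133, 24 and 39 with the other sign. In that bin Brinp1 had 1.18, Fras1 0.65, Fut9 -2.59, Nnat -0.69, Btbd17 -3.37 and Gm6145 -4.42 between ATV-TfR and control IgG, Gm6145 -3.23 between ATV-CD98hc and control IgG, and ependymal-like Tfrc 1.35 between the ATVs, each with the other sign.

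Endothelial-like levels in the negative bin alone were 55.7 and 163 CPM of Tfrc in ATV-TfR and ATV-CD98hc, and 299, 105 and 468 of Slc3a2 in ATV-TfR, ATV-CD98hc and control IgG. For Slc3a2 with ATV-TfR and with ATV-CD98hc, Pearson's r lost its call at Leiden resolution 0.5 (0.70 and 0.66), at resolution 2 (0.69 and 0.71), with doublets kept (0.72 and 0.67), with male cells (0.69 and 0.68), with no filter (0.71 and 0.66) and with the level from the negative bin of the ATV's own libraries (0.42 and 0.45), and with ATV-TfR also after re-clustering (0.44). The range of adjusted p over these was 0.052 to 0.31. Tfrc with ATV-CD98hc reversed with the level from the negative bin (-0.0020). With at least 2 UMIs, the cells called female were 71.5%, 66.9% and 63.6% in ATV-TfR, ATV-CD98hc and control IgG.

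Leaving out 1 replicate, where a lone library is assumed to vary like the other groups, gave these ranges. Genes called between bins were 1821 to 9822 in ATV-TfR and 3568 to 7720 in ATV-CD98hc, and the differences were 264 to 1497 (ATV-TfR against ATV-CD98hc), 102 to 478 (ATV-TfR against control IgG) and 22 to 55 (ATV-CD98hc against control IgG). Pool sums gave 1865 to 3528, 1060 to 3982 and 1678 to 3947 in the same order. Abundance ranged from -0.85 to -0.69 for choroid plexus epithelial-like and from -3.29 to -1.09 for ependymal-like cells in ATV-CD98hc, and from 1.32 to 1.62 for astrocyte-like cells between ATV-CD98hc and control IgG. Between the ATVs it ranged from -1.82 to -1.61 for choroid plexus epithelial-like and from -0.13 to 0.31 for endothelial-like cells. Between the high bins, 4 to 6 classes were called, with 0.48 to 0.87 for astrocyte-like, -1.61 to -0.83 for border macrophage-like, -1.91 to -1.37 for choroid plexus epithelial-like, -0.029 to 0.014 for endothelial-like and 0.54 to 2.03 for pericyte-like cells. Logit slopes without a pool cannot be called by construction. In ATV-TfR they ranged from -0.63 to -0.54 for choroid plexus epithelial-like, 2.14 to 2.32 for endothelial-like and -1.67 to -1.23 for ependymal-like cells. They ranged there from -1.06 to -0.97 for fibroblast-like, -2.12 to -2.02 for microglia-like, -2.12 to -1.83 for oligodendrocyte-like and -1.75 to -1.72 for smooth muscle-like cells. In ATV-CD98hc they ranged from -1.62 to -1.58 for astrocyte-like, 0.42 to 0.58 for border macrophage-like, 2.30 to 2.35 for endothelial-like, -0.72 to -0.27 for ependymal-like, -1.31 to -1.03 for microglia-like, -2.27 to -1.95 for oligodendrocyte-like and -1.42 to -1.38 for smooth muscle-like cells, and in control IgG from 1.72 to 2.20 for border macrophage-like and -1.29 to -1.08 for microglia-like cells. Pearson's r ranged from 0.32 to 0.73 for Slc3a2 with ATV-TfR, from 0.47 to 0.72 for Slc3a2 with ATV-CD98hc and from 0.61 to 0.82 for Tfrc with ATV-TfR. Without control IgG replicate 2, the contrasts of its bins have no negative library, and 4 of the 10 levels behind r rest on 3 to 14 cells.

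Endothelial-like cells are few in the negative bins, with 124 and 82 in ATV-TfR and 81 and 58 in ATV-CD98hc, so 49 and 76 UMIs of Tfrc stand behind its changes there.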

Other observations

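Of the tests in this part, those on RNA of endothelial-like cells, on dilution by other classes, on sorting on the bound receptor and on counting of the edited allele were chosen only after the result was seen. The thinning of astrocyte-like cells to 2000 UMIs was also chosen after unthinned values were seen.

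In the ATVs, genes of endothelial-like cells rose with the signal in every other class tested. The median change of the 12 endothelial markers was at least 3.35 in these classes and was negative in the classes of control IgG, whose high bin held 1.94% endothelial-like cells. RNA of endothelial-like cells, free or in doublets, is therefore a candidate explanation for part of the change within other classes. Doublets alone are argued against: of astrocyte-like cells thinned to 2000 UMIs, at most 2.52% of a high-bin library had 10 UMIs of these markers, while 35.3% to 50.5% had at least 1, against 3.72% to 5.26% in negative bins. Without thinning, these were 50.2% to 76.0% and 7.25% to 9.90%. Endothelial-like cells themselves had a median of 41 to 70 marker UMIs. The biological alternative, marker genes turned on in cells that carry the ATV, was not tested.

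Tfrc, Slc3a2 and Slc7a5 rose with the signal in endothelial-like cells of both ATVs. Dilution of the endothelial-like cells of the negative bin by RNA of other classes is argued against as the whole cause: the 12 endothelial markers rose there by a median of 0.50 in ATV-TfR, less than any of the 3 genes. Another mix of endothelial-like clusters is argued against as well, since within cluster 4 the lowest change of the 3 genes was 1.58. Sorting on the bound receptor alone is argued against too, since Tfrc rose by 2.00 (SE 0.24) in ATV-CD98hc, whose antibody does not bind its product. Sorting on a receptor that varies among endothelial-like cells together with the other genes stays open. A state of endothelial-like cells with more of these transporters, or a response to the dose, stays open as untested.

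Slc3a2 was lower in ATV-CD98hc than in ATV-TfR pools in all 10 classes. In the negative bins the difference was still at least 0.87 in the 9 classes with a value. It was past the threshold there in astrocyte-, choroid plexus epithelial-, endothelial- and oligodendrocyte-like cells alone. For these classes, that argues against a response of the cells that took up the antibody as the whole cause. A limit is that ATV-CD98hc cells were sorted on their bound receptor, which may leave cells low in Slc3a2 in the negative bin. RNA of endothelial-like cells, which hold more Slc3a2 in ATV-TfR than in ATV-CD98hc, is argued against as the whole cause in astrocyte-, microglia-, oligodendrocyte- and smooth muscle-like cells, where the marker with the largest share allows it to bring at most 29.7% of the difference. In the other 5 classes outside endothelial-like that marker allows at least 94.5%. It is taken without subtracting ATV-CD98hc, and cells of the class may express it themselves. The sum of the markers, with ATV-CD98hc subtracted, gives -4.28% to 28.8%. The endothelial markers were also lower in ATV-TfR in these classes, by a median of -5.34 to -0.41. By the sum, such RNA is not the whole cause there, if it has the make-up of the endothelial-like cells. The marker with the largest share leaves all or nearly all of the difference open, so the 2 estimates do not settle it. Whether the edited allele is counted less than the unedited one (lowest difference 0.69, in smooth muscle-like cells, and 0.16 there without ATV-CD98hc replicate 1) cannot be told apart from lower expression of it, since the matrix holds no allele.

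Tfrc was lower in ATV-TfR than in ATV-CD98hc in all 10 classes over the pool sums. In the negative bins it was lower in 7 of 8 classes, from -1.56 to -0.46 and past the threshold in astrocyte-, endothelial- and oligodendrocyte-like cells, and higher in ependymal-like cells (1.35, adjusted p = 0.86). Endothelial-like cells hold the most Tfrc, and their markers were lower in ATV-TfR in the other 9 classes. RNA of endothelial-like cells is argued against as the whole cause in astrocyte- and oligodendrocyte-like cells: the marker with the largest share allows such RNA to bring at most 36.7% of the difference in ATV-CD98hc. In the other 7 classes, the Tfrc that the sum of the markers allows it to bring in ATV-CD98hc, less that in ATV-TfR, is 56.5% of the difference in pericyte-like, 78.7% in microglia-like and 85.6% in smooth muscle-like cells. It is 103% to 124% in border macrophage-, choroid plexus epithelial-, ependymal- and fibroblast-like cells, so such RNA is a candidate explanation for the whole difference in these 4 classes. In the other 3 it is a candidate for part of the difference by this sum. The marker with the largest share allows 409% in pericyte-like, 192% in microglia-like and 123% in smooth muscle-like cells, so the whole is not ruled out there. These estimates take such RNA to have the make-up of the endothelial-like cells. In endothelial-like cells themselves it has no part. The ATV-TfR mice carry an edited receptor gene, and the matrix holds no allele. Whether the edited allele of Tfrc is counted less therefore cannot be told apart from lower expression of it. Treatment and genotype stay open as untested.

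Clusters 14, 16 and 23, left unnamed, hold markers of 2 classes each. UMIs of both sexes were found in 16.3% of their cells, against 5.19% of named cells of like depth and 3.93% of all named cells. Doublets of 2 cells may make up part of them, and no biological explanation was tested.

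With 30% positive cells in ATV-TfR and equal tertiles, the libraries give an estimate of the positive part of each class: 91.9% ± 0.73 of endothelial-like, 49.7% ± 8.0 of astrocyte-like, 23.9% ± 3.8 of border macrophage-like and 1.34% of microglia-like cells (SD, n = 2 pools). The share of positive cells comes from the labels and was not measured in the libraries.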
